A study of Homo sapiens with 24 samples.

How the data were processed

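Small RNA libraries were made from total RNA enriched for small RNAs, and ATAC-seq libraries from cells of the same overexpression conditions, per the labels. The cells were HEK293, and the groups were eGFP (GFP), LMNA, LMNB1 and LMNB2 overexpression, with 3 replicates per group and assay (24 libraries). Groups were taken from the sample titles, and each of the 24 count columns matched the description of a single sample. The labels give a batch number that is the same for all libraries of an assay, so it cannot enter a comparison within an assay.

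The authors deposited raw counts for both assays, a table per assay. Per the values, they are whole numbers whose totals differ between libraries. The small RNA table holds a count per library for each of 175946 annotated features, 155223 of them lncRNA intervals. The features carry 99452 distinct names, and no name was blank. Where a feature's symbol occurs in RefSeq (GRCh38.p14), its interval overlapped the gene of that symbol for 1392 of 1471 symbols compared (94.6%), and 1127 intervals extended 25 bp beyond that gene on each side. The genome build is not stated in the labels or the file headers, so RefSeq was used only for names and for which features overlap which gene, and positions are those of the deposited tables (counted from 1). The ATAC table gives counts for 1231278 windows: a window on each feature, 125 bp wider on each side, and flanks of 500, 5000 and 50000 bp that start 350 bp outside that window. The aligner, the counting tool, the use of strand, the handling of reads that map to several places or of duplicate reads, and any shift of ATAC reads to the insertion site are not stated in the labels or headers. These choices affect the values. The 16 copies of RNA5S8, for example, had mean counts of 62150.4 to 62431.2 per library. Reads shared by near-identical copies were thus counted at each of them or divided evenly among them, which the values do not tell apart. Either way the copies of a multigene family are not independent. Overlapping features also share reads. Reads cannot be separated by molecule, so the precision given covers the spread between replicates and not counting error alone.

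Main tests used the small RNA features and the ATAC feature windows. The flanks entered only an alternative scaling and descriptions of the lamin loci. In each assay all 12 libraries were fitted together in edgeR 4.0.16 (R 4.3.3) with a mean per group, after filterByExpr and TMM scaling, with robust quasi-likelihood dispersions. This left 33893 small RNA features and 163786 ATAC windows, with biological coefficients of variation of 0.227 and 0.085. Each lamin was compared with GFP by edgeR's quasi-likelihood test, the 3 lamins were compared with each other in a joint test, and p-values were adjusted by the Benjamini-Hochberg method over all tested features. Calls are features with an adjusted p under 0.05. Log2 fold changes are those of edgeR's quasi-likelihood fit at its default prior count. Log2 CPM values were computed with a prior count of 2, and CPM used the TMM-scaled library sizes.

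The Pol III set held features named as nuclear tRNA (496 in the table), 5S rRNA (17), SNAR (38), RNU6 (9), RNU6ATAC, RN7SK, RN7SL, RNY, vault RNA, RMRP, RPPH1 or BCYRN1 genes, 576 features in all. It was tested against all other features with camera (limma 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 12 set tests per assay and kind of contrast, namely this set and its subsets by promoter type for 3 contrasts. Small RNA medians by class are given in place of most subset results, and the small RNA subsets are given for LMNB2 against LMNB1. The level of a class in a library is the median over its features of log2 CPM minus the GFP mean of that feature. The relation between assays was tested across Pol III genes by Spearman's rho with 100000 permutations. Correlations of fold changes between lamins were set beside values simulated for unchanged groups that share the same GFP libraries.

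The comparisons, tests, named-feature rule, fixed list and main alternatives were chosen before the data were examined. The features named were those over LMNA, LMNB1 and LMNB2, called members of a fixed list of Pol III genes (BCYRN1, RN7SL1, RN7SL2, RN7SK, RMRP, RPPH1, the vault RNAs, RNY1, RNY3, RNY4, RNY5, RNU6ATAC, RNU6-1 and the SNAR-A family), and, for each assay and lamin, up to 2 features that rose most and 2 that fell most. The last were taken among calls whose 3 lamin libraries all lay on one side of the 3 GFP libraries and whose mean log2 CPM was at or above the median of tested features. Any other feature is named as chosen after its values were seen.

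The alternatives chosen beforehand were DESeq2's size factors, total counts only, no count filter, a mean of at least 10 counts per library, a test with DESeq2 1.42.0, a fit of only the libraries compared, the replicate number as a block, leaving out each library, an adjusted p under 0.01, an absolute log2 fold change of at least 1, fry or an estimated correlation for the sets, set members with at least 10 counts, scaling outside Pol III features, autosomes only, and genes with at least 10 counts in both assays. DESeq2 gives no set test. A correction for GC content was planned and was not run, because no genome sequence was used here. After the data were seen, 5 alternatives were added: leaving out lncRNA features, scaling ATAC windows to their 50 kb flanks, leaving out the lamin loci, using a single feature per name, and a set that also takes family-level names (12216 features in the table). Tables were read with the data.table package (1.17.8), pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

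Depth ranged from 132.5 to 195.1 M (mega) summed counts in small RNA (23.3 to 33.0 M outside lncRNA features) and from 156.0 to 290.2 M over ATAC feature windows. Replicate pairs correlated at 0.946 to 0.982 (log CPM, small RNA) and 0.98 to 0.989 (ATAC). Their counts differed by a mean chi-square of 10.1 to 713.6 per feature and 3.2 to 28.4 per window, above the value near 1 of repeated counts of a single library, so none were merged. The pipeline was tested on simulated counts with known fold changes. In small RNA 46.1% of 193 changed features were recovered (72.9% of 4-fold and 19.6% of 2-fold changes), and 6.3% of the calls among 32363 tested features were false. In ATAC-seq 78.5% of 200 were recovered (91% and 66%), and 4.3% of the calls among 162456 tested windows were false. Small RNA changes of 2-fold are therefore often missed at this depth and number of replicates. Random sets without change had a camera p under 0.05 in 1% and 1.5% of 200 draws. The simulated features were independent of each other. These rates therefore do not show how often camera errs for Pol III features, which are not independent.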

Results

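Small RNA and chromatin accessibility were measured in HEK293 cells, an established human embryonic kidney line, after overexpression of enhanced green fluorescent protein (eGFP, the control, GFP below) or of a nuclear lamin. Lamins are the filament proteins that line the inner face of the nuclear envelope, and LMNA, LMNB1 and LMNB2 encode lamin A/C, lamin B1 and lamin B2. Each of the 4 groups held 3 replicate libraries per assay, 24 libraries in all. The study's title places the work in the context of RNA polymerase III (Pol III), the enzyme that transcribes transfer RNA, 5S ribosomal RNA and other short structured RNAs, and of its relation to chromatin organisation. The comparisons therefore asked whether small RNA counts and chromatin accessibility at Pol III genes, and at all other annotated non-coding features, differed between each lamin and GFP and among the lamins.

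Small RNA counts were summed over 175946 annotated non-coding features, of which 88.2% were long non-coding RNA (lncRNA) intervals. Total counts per library (M, mega) were 184.6, 150.6 and 135.7 M for GFP replicates 1 to 3, 159.1, 151.9 and 195.1 M for LMNA, 156.9, 153.7 and 167.1 M for LMNB1, and 142.6, 142.7 and 132.5 M for LMNB2. These totals exceed the number of reads, because overlapping features each carry the same reads. ATAC-seq uses a transposase to cut accessible DNA. ATAC counts over the windows on the same features came to 156.0, 194.1 and 212.2 M for GFP, 193.2, 189.2 and 278.6 M for LMNA, 243.2, 280.5 and 233.3 M for LMNB1, and 273.8, 290.2 and 245.2 M for LMNB2. The mitochondrial chromosome held 39.9%, 47.5% and 47.0% of these counts in GFP, 39.4%, 44.1% and 39.8% in LMNA, 33.9%, 32.8% and 34.1% in LMNB1, and 25.2%, 30.7% and 24.5% in LMNB2. The LMNB1 and LMNB2 shares all lay below the GFP shares, a separation that 3 libraries against 3 show by chance in 10% of cases. Replicates of a group differed by more than counting noise in both assays, and each library was kept as a separate replicate. The labels' batch number separates the assays and is constant within each of them, so no comparison within an assay spans batches.

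The features that overlap the overexpressed genes were examined first, as a check of the labels. Which features overlap LMNA, LMNB1 or LMNB2 was taken from RefSeq's GRCh38.p14 annotation. The positions given are those in the deposited tables, whose genome build the labels do not state. In the LMNB2 small RNA libraries all 8 tested features over LMNB2 were higher than in GFP, with log2 fold changes from 6.34 to 10.33. MIR7108, a microRNA interval on chromosome 19 from 2434889 to 2434958, had 18.6 ± 1.22 counts-per-million (CPM) in LMNB2 and 0.0123 ± 0.0144 in GFP (mean ± SD, n = 3). Its log2 fold change was 10.33 ± 0.49 (SE), with an adjusted p of 1.1e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each SE of a log2 fold change is its absolute value divided by the square root of the test's F statistic. It is thus derived from the test and is not the SE of a fitted coefficient. The lncRNA lnc-TIMM13-3, on chromosome 19 from 2434978 to 2437146, had 54.3 ± 4.44 CPM in LMNB2 and 0.0505 ± 0.0162 in GFP (n = 3), a log2 fold change of 10.08 ± 0.38. In the LMNB1 small RNA libraries 3 of the 5 tested features over LMNB1 were called. The interval of LMNB1-DT on chromosome 5 from 126777177 to 126778255 had 18.2 ± 0.926 CPM in LMNB1 and 0.0812 ± 0.026 in GFP (n = 3), a log2 fold change of 7.79 ± 0.27 with an edgeR quasi-likelihood adjusted p of 1.54e-11. An overlapping LMNB1-DT interval that starts at 126776224 rose by 7.40 ± 0.30. The LMNB1-DT interval of 7.79 was also higher in LMNB2 than in GFP, by a log2 fold change of 2.22 (edgeR quasi-likelihood adjusted p of 0.000162). The only tested small RNA feature over LMNA, lnc-MEX3A-1, did not differ in the LMNA libraries (log2 fold change −0.10 ± 0.58). It held 4, 3 and 12 counts in LMNA and 10, 5 and 3 in GFP. The ATAC window on it did not rise in LMNA either (log2 fold change −0.01). The labels of the LMNA small RNA libraries thus remain unchecked by this feature. The features above overlap protein-coding genes, and nothing in the labels says that strand was used in counting. On opposite strands over nearly the same span, lnc-GADD45B-1 and lnc-TIMM13-1 held 56410 and 56403 counts in LMNB2 replicate 1. In GFP replicate 1 they held 189 and 188, so the values argue against the use of strand. The counts therefore cannot be assigned to the non-coding RNA rather than to the lamin transcript.

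In ATAC-seq the same loci gave the highest fold changes. The window on lnc-SEMA4A-1, which overlaps LMNA on chromosome 1 from 156106633 to 156114863, held 4470 ± 802 CPM in LMNA and 11.1 ± 2.16 in GFP (n = 3), a log2 fold change of 8.65 ± 0.42 with an adjusted p of 0.0038 (edgeR's quasi-likelihood test). Without GFP replicate 1 or GFP replicate 2 its adjusted p was 0.0774 or 0.118. Relative to its 50 kb flanks, which extend over the lamin gene and gained counts themselves, its log2 fold change was −0.20. The LMNB1-DT windows at 126777177 and 126776224 rose by 9.90 ± 0.53 and 9.19 ± 0.40 in LMNB1, with edgeR quasi-likelihood adjusted p-values of 0.00181 and 0.000885. Both held 10200 ± 1720 CPM in LMNB1, against 10.6 ± 2.08 and 17.5 ± 2.42 in GFP (n = 3), and the second changed by −0.64 relative to its flanks. All 8 tested windows over LMNB2 rose in the LMNB2 libraries, by 8.71 to 10.9. Of these, lnc-TIMM13-1 (chromosome 19 from 2414233 to 2611887, 8.85 ± 0.41) and lnc-GADD45B-1 (chromosome 19 from 2414218 to 2654296, 8.71 ± 0.38) passed the threshold, with edgeR quasi-likelihood adjusted p-values of 0.000765 and 0.00058. Among the 500 bp flank windows that lie inside the lamin genes, 7 of 22 held over 100 times the GFP level after scaling to depth and 13 held under 1.5 times that level, 9 of these less than GFP. Some of them overlap, and 4 of the former and 10 of the latter share no base with each other. The rise of ATAC counts was therefore not uniform along the genes.

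**Figure D1:**
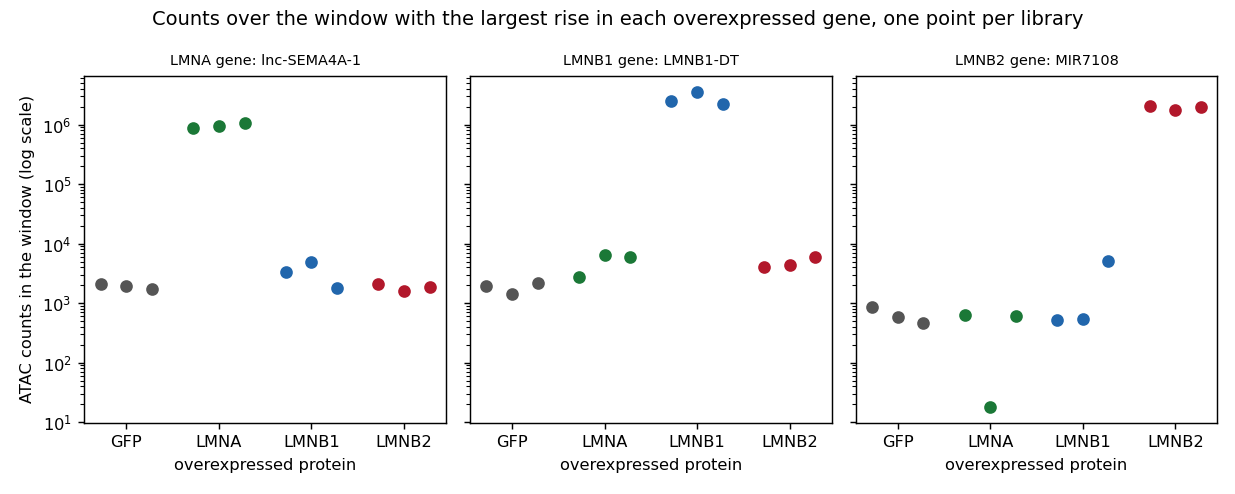
ATAC counts (log axis, 1 point per library, 3 per group) in the feature window with the largest rise inside each overexpressed gene, for cells overexpressing GFP, LMNA, LMNB1 or LMNB2. The libraries overexpressing the gene's own lamin stand above all others, with 869602 to 1063696 counts in LMNA libraries at lnc-SEMA4A-1 against 1718 to 2087 in GFP, while at MIR7108 inside LMNB2 LMNB1 replicate 3 held 5053 counts and LMNA replicate 2 held 18, against 465 to 878 in GFP.

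Across all features, 33893 passed the count filter in small RNA. No feature differed between LMNA and GFP at an adjusted p under 0.05 (0 of 33893, against 1850 at an unadjusted p under 0.05), and the lowest adjusted p was 0.326 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between LMNB1 and GFP 13 features were higher and 0 lower, and 1867 had an unadjusted p under 0.05. Between LMNB2 and GFP 901 features differed, 646 higher and 255 lower, and 6761 had an unadjusted p under 0.05. The 3 libraries of the lamin all lay on one side of the 3 GFP libraries in 9.5% of features for LMNA, 10.1% for LMNB1 and 22.3% for LMNB2, where chance gives 10%. Of the calls, 3 in LMNB1 and 10 in LMNB2 overlapped the lamin genes, and 12 and 788 were lncRNA intervals.

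The LMNB2 count depended on the fit: it fell to 21 when only the 6 libraries compared entered the model. Leaving out 1 of the 12 libraries gave between 51 features, without LMNB2 replicate 2, and 2101, without GFP replicate 3. With total counts only in place of TMM scaling, 282 features passed, 281 higher and 1 lower. Total counts moved the median log2 fold change of all features from −0.05 to 0.12 in LMNB1 and from −0.04 to 0.21 in LMNB2, so the split between higher and lower features holds relative to TMM scaling. It also differed with DESeq2, which called 627 higher and 566 lower. For LMNA, 111 features passed with no count filter, 304 without GFP replicate 3 and 10 without GFP replicate 1. For LMNB1, 127 passed with no count filter (45 higher, 82 lower), 36 without GFP replicate 3 and 1 without lncRNA features.

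**Figure D2:**
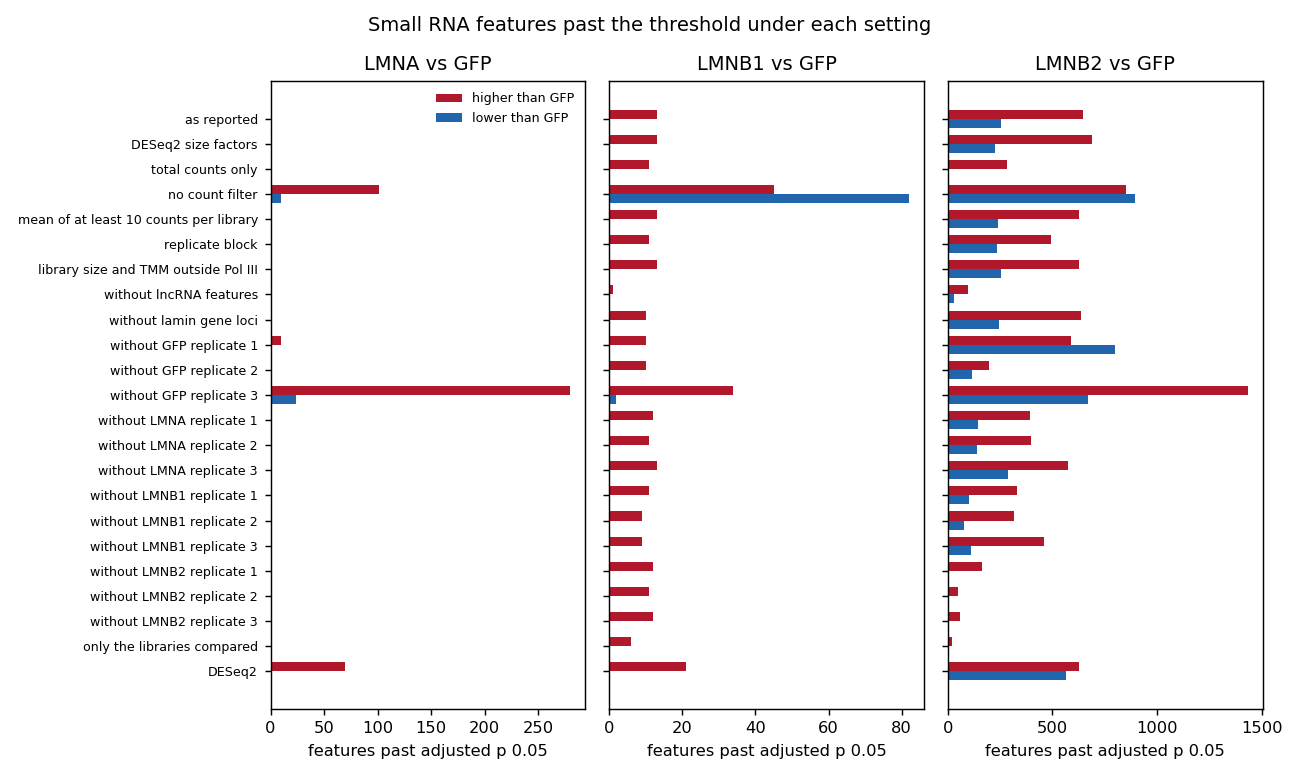
Small RNA features with an adjusted p under 0.05 (horizontal axis, linear from 0, with its own range for each lamin) against GFP under each processing setting, with bars for features higher and lower than GFP. The LMNB2 count of 901 fell to 21 with only the libraries compared and rose to 2101 without GFP replicate 3, and the LMNA count of 0 became 304 without GFP replicate 3.

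Apart from the lamin loci, the features that fell most in LMNB2 small RNA libraries among those that met the naming rule were MIR19A and lnc-CLDN10-8. The MIR19A precursor interval (chromosome 13 from 91350914 to 91350986) had 0.156 ± 0.025 CPM in LMNB2 and 0.519 ± 0.341 in GFP (n = 3), a log2 fold change of −1.75 ± 0.39 with an edgeR quasi-likelihood adjusted p of 0.041. Its GFP counts were 39, 42 and 162, and without GFP replicate 3 the log2 fold change was −0.98. The adjusted p ranged from 0.0194 to 0.161 over the 12 fits that each left out a library, and was 0.207 with total counts only. The lncRNA lnc-CLDN10-8 (chromosome 13 from 95301504 to 95312489) had 0.0891 ± 0.0181 CPM in LMNB2 and 0.277 ± 0.162 in GFP (n = 3), a log2 fold change of −1.67 ± 0.38 with an edgeR quasi-likelihood adjusted p of 0.0349. Without GFP replicate 3 the log2 fold change was −0.99 and the adjusted p 0.0766, and over the 12 fits the adjusted p reached 0.166. It was 0.186 with total counts only. With only the libraries compared the adjusted p was 0.129 for lnc-CLDN10-8 and 0.154 for MIR19A.

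The lamins also differed from each other. In a joint test of the 3 lamins 654 small RNA features passed an adjusted p of 0.05 (edgeR's quasi-likelihood test), and 5409 had an unadjusted p under 0.05. LMNB2 was the highest of the lamins in 580 of the 654, and 391 of them were also called between LMNB2 and GFP. The count was 117 and 120 without LMNB2 replicates 2 and 3, 219 to 376 without LMNB2 replicate 1, LMNA replicate 1 or any LMNB1 replicate, and 2222 without GFP replicate 3.

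The Pol III set held 537 tested small RNA features, most of them tRNA genes. Against all other features, the set ranked higher in LMNA (median log2 fold change 0.15, 365 of 537 features higher, camera with Benjamini-Hochberg adjusted p of 3.54e-16) and in LMNB1 (0.07, 307 higher, camera adjusted p of 1.7e-05), and lower in LMNB2 (−0.17, 134 higher, camera adjusted p of 0.00275). Camera was run with a preset correlation between features of 0.01. None of these calls held under fry (adjusted p of 0.68 for each lamin) or with the correlation estimated from the data (0.645, 0.84 and 0.848). The set's mean level per group, relative to the GFP mean of each feature, was −0.02 ± 0.42 (log2, SD, n = 3) in GFP, 0.25 ± 0.13 in LMNA, 0.12 ± 0.07 in LMNB1 and −0.12 ± 0.11 in LMNB2, so each difference from GFP was smaller than the spread of the GFP libraries. Without GFP replicate 2 the LMNA, LMNB1 and LMNB2 medians were −0.02, −0.12 and −0.40 (camera adjusted p of 0.134 and 0.129 in LMNA and LMNB1). Without GFP replicate 3 they were 0.51, 0.36 and 0.05 (camera adjusted p of 0.617 in LMNB2), and with total counts only the LMNB2 median was 0.00. In LMNB2 the camera adjusted p was 0.134 without GFP replicate 1 and 0.0663 without LMNB2 replicate 2.

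By class, the median log2 fold changes of the tRNA features were 0.14, 0.07 and −0.20 in LMNA, LMNB1 and LMNB2, and with total counts only 0.08, 0.20 and −0.05. Those of the 5S features were 0.42, −0.14 and 0.00, and with total counts only LMNB1 changed to 0.04 and LMNB2 to 0.26. SNAR features (small NF90-associated RNAs) had medians of 1.16 in LMNA and 0.57 in LMNB1, and of −0.08 in LMNB2 that became 0.29 with total counts only. The SNAR level was 0.00 ± 0.77 in GFP, 1.25 ± 0.45 in LMNA, 0.62 ± 0.64 in LMNB1 and 0.06 ± 0.03 in LMNB2 (log2, SD, n = 3). The highest GFP library (0.86) lay above the lowest LMNA library (0.76), so the LMNA and GFP groups overlapped. The GFP libraries set several of these medians: the tRNA medians were −0.03, −0.11 and −0.43 without GFP replicate 2 and 0.51, 0.38 and 0.07 without GFP replicate 3, in LMNA, LMNB1 and LMNB2. Across the 12 fits that left out a library the 5S medians ran from 0.23 to 0.61, from −0.34 to 0.06 and from −0.20 to 0.20, and the SNAR medians from 0.90 to 1.71, from 0.11 to 1.13 and from −0.35 to 0.47. Classes with few features did not all follow the set. The RN7SL median (3 features) was 0.43, 0.15 and 0.60 and that of the Y RNAs (RNY, 4 features) 0.08, 0.19 and 0.41, and all of these features were higher in LMNB1 and LMNB2. In LMNB2 these medians stayed between 0.52 and 0.83 and between 0.29 and 0.60 under every setting, while in LMNA that of RNY was −0.06 without lncRNA features. The RN7SL level was 0.61 ± 0.02 in LMNB2 and 0.00 ± 0.17 in GFP, and the RNY level 0.42 ± 0.15 and 0.00 ± 0.25 (log2, SD, n = 3), where the libraries overlapped. The RNU6 median (9 features) was 0.15, −0.34 and −0.11. It became −0.05 in LMNB1 and 0.23 in LMNB2 with total counts only, 0.09 in LMNB1 and 0.28 in LMNB2 without GFP replicate 1, and −0.04 in LMNA without GFP replicate 2. The vault RNA median (4 features) was −0.04, 0.12 and −0.31, between −0.50 and −0.08 in LMNB2 and between −0.18 and 0.09 in LMNA under the other settings, and −0.02 in LMNB1 without GFP replicate 2.

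**Figure D3:**
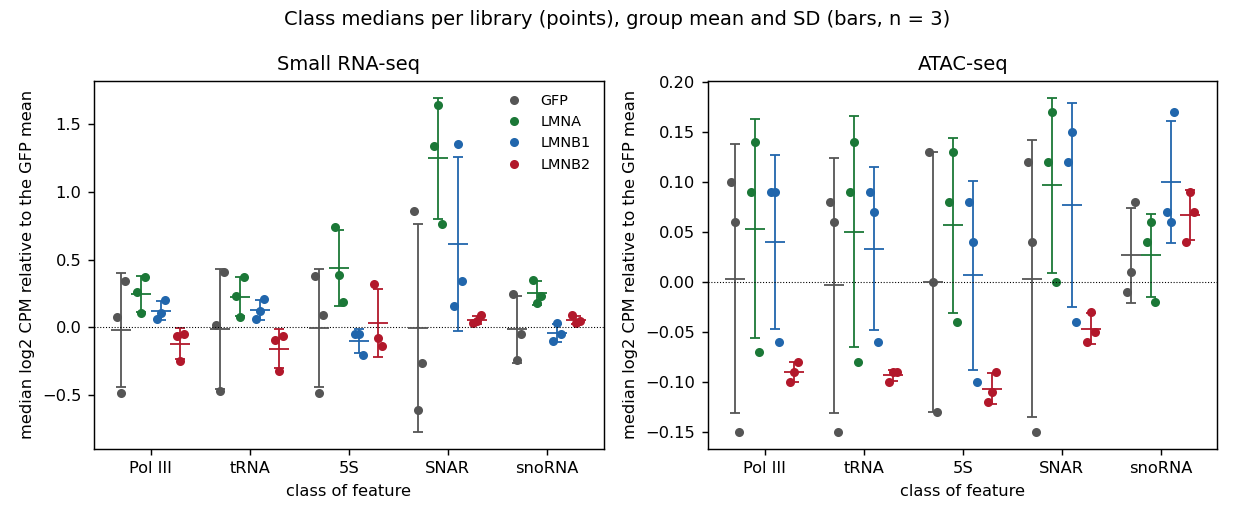
Median log2 CPM of Pol III, tRNA, 5S, SNAR and snoRNA features in each library relative to the GFP mean (1 point per library, bars for the group mean and SD, n = 3), in small RNA-seq and in ATAC-seq, each with its own vertical range. The small RNA Pol III level was −0.02 ± 0.42 in GFP and −0.12 ± 0.11 in LMNB2, and with total counts only the Pol III medians against GFP became 0.00 in small RNA and 0.02 in ATAC-seq for LMNB2, while those of SNAR in LMNB2 and of 5S in LMNB1 became 0.29 and 0.04 in small RNA.

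Over all features, 0 Pol III features were called in LMNA and 0 in LMNB1 (87 and 39 of 537 at an unadjusted p under 0.05), and 5 in LMNB2 (96 at an unadjusted p under 0.05). These 5 were chosen for description after their values were seen. All were lower in LMNB2: SNAR-C4 by −1.29 ± 0.25 (log2, SE, edgeR quasi-likelihood adjusted p of 0.0217), SNAR-C3 by −1.19 ± 0.29 (adjusted p of 0.0483), tRNA-Ala-AGC-13-1 by −1.27 ± 0.32 (0.041), tRNA-Gly-GCC-6-1 by −1.07 ± 0.26 (0.0396) and tRNA-Ile-GAT-1-1 by −2.43 ± 0.57 (0.0356). Their mean counts per library were low, at 91.2, 91.2, 12.8, 31.8 and 10.6. Reads that match several near-identical copies cannot be assigned to a single copy, so the SNAR-C and tRNA values are uncertain for a single gene. A fixed list of Pol III genes other than tRNA and 5S genes had 45 tested features. Over all features 0 of them were called in any lamin, with 24, 1 and 5 at an unadjusted p under 0.05 in LMNA, LMNB1 and LMNB2. Adjusted over the list alone, 22 were called in LMNA and 0 in LMNB1 and LMNB2. The 22 were all copies of the SNAR-A family, whose counts are near-identical and not independent. This count was 0 without GFP replicate 2, LMNA replicate 1 or LMNA replicate 2, 3 without GFP replicate 3, and 0 without lncRNA features or when only the libraries compared were fitted. In LMNB1 it was 23 without GFP replicate 1 or with total counts only and 21 with no count filter. In LMNB2 it was 2 without GFP replicate 1, 4 without GFP replicate 3, 3 with DESeq2 or without lncRNA features, and 1 with total counts only or no count filter.

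In ATAC-seq 163786 feature windows passed the count filter. Between LMNA and GFP 1 window differed and was higher (8501 at an unadjusted p under 0.05), between LMNB1 and GFP 5 differed, 3 higher and 2 lower (7824), and between LMNB2 and GFP 4 differed, 2 higher and 2 lower (9368), by edgeR's quasi-likelihood test. Of these, 1, 3 and 2 overlapped the overexpressed lamin's own gene. The lamin libraries all lay on one side of GFP in 9.6%, 8.5% and 10.3% of windows, where chance gives 10%. Total counts only gave 184 windows for LMNA (184 higher and 0 lower), 110 for LMNB1 (45 and 65) and 99 for LMNB2 (13 and 86), and moved the median of all windows to 0.09, 0.19 and 0.11. DESeq2 gave 60 (58 and 2), 62 (3 and 59) and 116 (18 and 98). Leaving out a library gave 0 to 222 windows for LMNA, the highest without GFP replicate 3, 5 to 12 for LMNB1 and 4 to 13 for LMNB2, both highest without LMNB2 replicate 3. The LMNB2 count was 9 without GFP replicate 3 and 10 without LMNB1 replicate 3, and the LMNA count was 39 without LMNB1 replicate 3.

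Both windows that fell in LMNB1, and both that fell in LMNB2, were on lnc-SLC12A7-1, a lncRNA on chromosome 5. The window on the interval from 1040718 to 1048337 had 2.34 ± 0.252 CPM in GFP, 1.14 ± 0.0498 in LMNB1 and 1.01 ± 0.275 in LMNB2 (n = 3). Its log2 fold change was −1.04 ± 0.14 in LMNB1 (edgeR quasi-likelihood adjusted p of 0.0013) and −1.22 ± 0.14 in LMNB2 (adjusted p of 0.000162), and −0.02 in LMNA (adjusted p of 0.999). The window on the overlapping interval from 1040969 to 1050333 fell by 0.88 in LMNB1 and by 1.02 in LMNB2 on the log2 scale. Every LMNB1 and LMNB2 library lay below every GFP library, and each of the 4 calls held in all 12 fits that left out a library. Relative to the 50 kb flanks the LMNB2 change of the first window was −1.17 (edgeR quasi-likelihood adjusted p of 0.000298). The mitochondrial share of counts also separated these groups from GFP.

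Among the 3 lamins 150 windows differed (edgeR's quasi-likelihood test, 10225 at an unadjusted p under 0.05), of which 12 overlapped the lamin genes. LMNA was highest in 137 and LMNB1 lowest in 130. This count was 8 without LMNA replicate 2 or LMNA replicate 3, 9 without LMNB1 replicate 1 or LMNB1 replicate 2, and 21, 27 and 28 without LMNA replicate 1, GFP replicate 2 and LMNB2 replicate 1. It was 1118 without LMNB1 replicate 3, and 621 and 585 without GFP replicates 1 and 3.

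Over the 560 tested Pol III windows, the set ranked higher in LMNA (median log2 fold change 0.05, 372 of 560 higher, camera adjusted p of 0.00178) and LMNB1 (0.03, 349 higher, camera adjusted p of 0.0428) and lower in LMNB2 (−0.09, 112 higher, camera adjusted p of 2.11e-09). As in small RNA, none held under fry (adjusted p of 0.873, 0.88 and 0.721) or an estimated correlation (0.869, 0.871 and 0.705). The level per group was 0.00 ± 0.13 in GFP, 0.05 ± 0.11 in LMNA, 0.04 ± 0.09 in LMNB1 and −0.09 ± 0.01 in LMNB2 (log2, SD, n = 3), again within the spread of GFP. Across the 12 fits that left out a library the medians ran from −0.03 to 0.11, from −0.04 to 0.08 and from −0.16 to −0.04. Without GFP replicate 3 those of LMNA and LMNB1 were −0.03 and −0.04 (camera adjusted p of 0.116 and 0.00988) and that of LMNB2 −0.16, and without GFP replicate 1 they were 0.10, 0.08 and −0.04. The LMNA adjusted p was 0.0713 without LMNA replicate 1 and 0.972 without LMNA replicate 2, and the LMNB1 adjusted p was 0.864 without LMNB1 replicate 1, 0.739 without LMNB1 replicate 2, and 0.0713 and 0.0742 without LMNA replicates 1 and 2. The LMNB2 camera call held in all 12 such fits (adjusted p from 4.93e-20 to 0.00753). With total counts only the LMNB2 median was 0.02, where the median of all windows was 0.11, and relative to the 50 kb flanks it was −0.03 (camera adjusted p of 0.0375). No Pol III window was called over all windows in any lamin (0 of 560 each, with 20, 15 and 64 at an unadjusted p under 0.05 in LMNA, LMNB1 and LMNB2). Adjusted over the list alone, 0, 0 and 2 of the 45 fixed features were called, the 2 being RNU6-1;RNU6-9 and RNY3, chosen for naming after their values were seen. This LMNB2 count was 0 without GFP replicate 1, GFP replicate 2 or any of the LMNB2 replicates, and 0 with total counts only or relative to the 50 kb flanks. With total counts only, the LMNB1 count of 0 became 23.

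Log2 fold changes were compared between lamins across features, which are not independent replicates. Because the contrasts share the GFP libraries, groups with no change are correlated too, at a simulated Pearson r of 0.53 in small RNA. The observed r was 0.44 for LMNA and LMNB1, 0.42 for LMNA and LMNB2 and 0.55 for LMNB1 and LMNB2, and Spearman's rho was 0.48, 0.42 and 0.48 against 0.50 simulated. In ATAC-seq the observed r was 0.54, 0.53 and 0.57 against simulated values of 0.53, 0.54 and 0.55, and rho 0.48, 0.46 and 0.51 against 0.48, 0.48 and 0.49. When the GFP libraries were simulated with their own spread, the values for unchanged groups were 0.67, 0.66 and 0.67 in small RNA and 0.60, 0.60 and 0.61 in ATAC-seq, above every value observed with all libraries. Leaving out a library moved the observed r to between 0.27 and 0.62, 0.31 and 0.55, and 0.54 and 0.72 in small RNA, for the pairs in the same order, and to between 0.46 and 0.71, 0.44 and 0.71, and 0.49 and 0.74 in ATAC-seq. No unchanged groups were simulated for those fits.

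At 529 Pol III genes tested in both assays, the ATAC and small RNA log2 fold changes against GFP had a Spearman's rho of 0.06 in LMNA, 0.04 in LMNB1 and −0.05 in LMNB2. The p-values were 0.188, 0.327 and 0.228 (two-sided permutation test over genes, 100000 resamples), each 0.327 after Benjamini-Hochberg adjustment over the 3 comparisons. Pearson's r was 0.08, 0.06 and 0.01. Genes are not independent replicates, and no relation between the assays was detected. Single libraries moved these values: rho was 0.092 in LMNA without ATAC GFP replicate 3 (permutation p of 0.0337), 0.089 in LMNB1 without small RNA GFP replicate 1 (0.0387), and in LMNB2 −0.123 without small RNA GFP replicate 3 (0.00424), 0.01 without small RNA GFP replicate 1 and −0.089 without ATAC LMNB2 replicate 3 (0.0407).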

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

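The tests of scaling, of the lamin genes, of mitochondrial reads, of short features, of the lamin loci, of LMNB2 against LMNB1 and of matched windows per library, and the count of small RNA splits, were chosen only after the results they bear on were seen; the tests of snoRNA features in LMNB2 against LMNA, of lists of matched windows and of the other splits were chosen before.

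The 3 lamins differed from each other in 654 small RNA features (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), a difference between groups under the same design. LMNB2 was the highest in 580 of them. With total counts only, without a correction for composition, 275 features passed, and 273 of them also passed with TMM, with the same lamin highest. A difference in composition of the kind that TMM corrects is argued against as the cause of these 273. The other 381 passed only with the correction. For them such a difference and an effect of the lamins cannot be told apart, as the scaling factors cannot be separated from the groups. Without lncRNA features 79 passed, among them 21 of the 42 features of the 654 that are not lncRNA. Reads of the overexpressed genes are not the whole cause either, since 638 features passed without the lamin loci. Of 100 splits of the 9 lamin libraries into 3 groups of 3, drawn from 280 possible splits, 1 gave as many features, the real one. The 3 other splits that kept the LMNB2 libraries together and mixed those of LMNA and LMNB1 gave 536 to 581, whereas those that kept only LMNB1 together gave 3 to 5, those that kept only LMNA together gave 0, and the 88 that kept no lamin together gave 0 to 2. The joint count thus follows the LMNB2 libraries lying apart and does not show a difference between LMNA and LMNB1. The number moved with single libraries, to 117 features without LMNB2 replicate 2 and 2222 without GFP replicate 3. A trend with base composition was not tested among the lamins, and it stays open beside an effect of lamin B2.

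The lamins differed in 150 ATAC windows, again a difference between groups. Reads of the overexpressed genes are not the whole cause, since 12 of the windows overlapped the lamin genes and 85 of the other 138 still passed once these loci were left out. The remaining 53 no longer passed, and the cause was not tested. With autosomes only 192 windows passed, but this decides nothing about the share of mitochondrial reads, because after TMM the library sizes differed from those of the main fit by nearly the same factor in every library (1.64 to 1.66). With total counts only 95 windows passed, 20 of them among the 150 and 10 of these outside the lamin genes, so a difference in library composition stays open. Of 24 splits of the 9 lamin libraries, drawn from 280 possible splits, 2 gave as many windows, the real one included. The other, with 702 windows, kept the LMNA libraries together and mixed those of LMNB1 and LMNB2, whereas the splits that kept only LMNB1 or only LMNB2 together gave 3 and 2, and the 20 that kept no lamin together gave 0 to 1. The number was 8 without LMNA replicate 2 or LMNA replicate 3 and 9 without LMNB1 replicate 1 or LMNB1 replicate 2, and 1118 without LMNB1 replicate 3. LMNB1 was the lowest lamin in 130 of the 150 windows and LMNB2 in 10. The split with 702 windows was the only other one to keep LMNA together, and it left LMNB1 replicates 1 and 2 in the same group. The joint count therefore does not decide whether LMNB1 and LMNB2 differ. An effect of the lamins and another property that sets the LMNA libraries apart both stay open.

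The small RNA Pol III set differed between lamins, with a median log2 difference of −0.42 for LMNB2 against LMNA (camera adjusted p of 5.81e-19), −0.34 for LMNB2 against LMNB1 (1.88e-10) and −0.11 for LMNB1 against LMNA (0.000393). With fry the adjusted p-values were 0.209, 0.226 and 0.573. For LMNB2 against LMNB1 the fall was that of genes with type 2 promoters, most of them tRNA genes (median −0.37, 503 features), while those with type 1 and type 3 promoters had medians of 0.14 and 0.21 (17 features each, camera adjusted p of 0.26 and 0.165). Leaving out each library kept the calls of the pairs with LMNB2, while that of LMNB1 against LMNA was lost without LMNB1 replicate 1 (0.0519), and its median became 0.04 with total counts only and 0.01 without lncRNA features. The medians of LMNB2 against LMNA and against LMNB1 became −0.19 and −0.26 with total counts only and −0.22 and −0.25 without lncRNA features. Of 100 splits of the 9 lamin libraries, 6 gave as small a camera p for a pair of groups. A shift of all short structured RNAs, by size selection or RNA quality, predicts a fall of snoRNAs, which Pol II makes, and their median was −0.27 in LMNB2 against LMNA (375 features, 273 lower, fry p of 0.122). Against LMNB1 it was 0.13 (144 lower, fry p of 0.25), with levels of 0.06 ± 0.03 in LMNB2 and −0.04 ± 0.07 in LMNB1 (log2, SD, n = 3), which argues against this explanation for that pair. Fewer short fragments in LMNB2 libraries predict a fall of features of up to 50 bp, and their median was −0.62 against LMNA (321 features, 276 lower, fry p of 0.131) and −0.60 against LMNB1 (272 lower, fry p of 0.155). Against GFP the level of these short features was −0.63 ± 0.07 in LMNB2 (log2, SD, n = 3), and the GFP libraries spread from −0.65 to 0.90. Fewer short fragments in LMNB2 libraries are in line with the values of both pairs, and a shift of all short structured RNAs with those of LMNB2 against LMNA alone. A change in Pol III transcription stays open beside them.

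The ATAC Pol III set also differed, with a median of −0.14 for LMNB2 against LMNA (camera adjusted p of 7.38e-20) and −0.13 for LMNB2 against LMNB1 (1.3e-18), both 0.235 with fry. All 12 fits that left out a library kept both camera calls. Of 24 splits of the 9 lamin libraries, 8 gave as small a camera p for a pair of groups. For LMNB2 against GFP, a lower ratio of signal to background was tested with 10000 lists of other windows matched on their enrichment over 50 kb flanks. The matched lists fell too, with medians from −0.06 to −0.04 in 95% of lists, and 0% of them fell as far as the Pol III windows (−0.09). The Pol III windows lay outside the lists in LMNA and LMNB1 as well, above 100% of them, and the lists leave out the spread between libraries. Per library, the Pol III level relative to the mean of 200 matched lists was −0.05 ± 0.04 in LMNB2 and 0.00 ± 0.03 in GFP (log2, SD, n = 3), a difference of −0.05 with overlapping libraries (−0.07 to 0.00 against −0.03 to 0.03). The ratio of window to flank counts was lower in LMNB2 (0.597 to 0.608) than in GFP (0.629 to 0.652), and relative to the 50 kb flanks the LMNB2 median against GFP shrank to −0.03 (camera adjusted p of 0.0375). The ratio was also lower in LMNB1 (0.601 to 0.617), whose Pol III level was not below GFP (0.04 ± 0.09). Within each group, however, the library with the lowest ratio also had the lowest Pol III level, so these values go both ways. A lower ratio of signal to background and an effect of lamin B2 on these windows therefore cannot be told apart, as the libraries overlap. Relative to the flanks the medians were −0.07 for LMNB2 against LMNA and −0.07 against LMNB1. A grouping of the libraries unrelated to the lamins stays open, as does an effect of lamin B2.

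The 500 bp flank windows, not used in the comparisons of feature windows, also held a signal above the GFP libraries. Of 22 flank windows of 500 bp inside LMNA, LMNB1 and LMNB2, 7 held over 100 times the GFP level in the libraries overexpressing that lamin, from 137 to 2120 times, and the highest of the other windows reached 1.98 times. All 7 lie inside windows of other features, which hold the same reads. Amplification or opening of the whole locus predicts a rise throughout, whereas 13 of the windows held under 1.5 times the GFP level, 9 of them less than GFP. Counting overlapping windows once, 10 did. DNA of the overexpression construct, which would carry only part of the gene, is a candidate source that was not tested directly, because exon positions and the construct's sequence were not used here. The LMNB2 windows also held counts in libraries of other groups. In the window from 2434764 to 2435083 LMNA replicate 2 held 22 counts and the GFP libraries 430 to 830. In the LMNB1 window from 126777052 LMNA replicate 2 held 6490 and LMNB2 replicate 3 held 6019, against 1431 to 2144 in GFP. In the LMNA window from 156106508 LMNB1 replicate 2 held 4911, against 1718 to 2087 in GFP. The source of these counts was not tested. Only LMNB1 replicate 3 was tested, over 4 raised LMNB2 windows that share no base. These were taken from the 9 with over 100000 counts in LMNB2 replicate 1. In LMNB1 replicate 3 the excess over the other LMNB1 libraries was 0.232% to 0.249% of the LMNB2 mean across them, a ratio of highest to lowest of 1.08, the constant share predicted if reads of LMNB2 libraries were assigned to it. DNA of the LMNB2 construct carried into this sample predicts the same and was not tested. LMNB1 complementary DNA aligned to LMNB2 is argued against, since this library held at least 6 times the level of the higher of the other LMNB1 libraries in each of the 4 windows, after scaling to library size. In the raised window with fewer counts, from 2430554 to 2431053, it held 55 counts against 47 and 45, where that share predicts an excess of 12.8 counts. The small RNA rise of LMNB1-DT in LMNB2 libraries (log2 fold change 2.22) was compared with the feature over the whole LMNB1 gene. Reads from LMNB1 libraries would have added 321 scaled counts to that feature, and it gained 29.1, which argues against such reads as the cause. No biological explanation of it was tested.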

How the results depend on the processing

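Alternatives added after seeing the data were leaving out lncRNA features, scaling to 50 kb flanks, leaving out the lamin loci, a single feature per name, and family-level names in the set. The corrections for GC content, alone and with the replicate block, were not run, since no genome sequence was used here. Where a value below changed, the cause was not tested unless stated. Set members with at least 10 counts were the same set in small RNA.

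Small RNA counts of features (0, 13 and 901 for LMNA, LMNB1 and LMNB2 against GFP and 654 among the lamins) were within 1.5 times with DESeq2 size factors. With no count filter they were 111 (101 higher, 10 lower), 127 (45 and 82), 1745 (850 and 895) and 1667. Total counts only gave 282 for LMNB2 (281 and 1) and 275 among the lamins. Without lncRNA features, where 3303 features were tested, LMNB1 had 1, LMNB2 127 (97 and 30) and the lamins 79. With only the libraries compared, LMNB1 had 6, LMNB2 21 and the lamins 3887. DESeq2 gave 70 for LMNA (70 and 0), 21 for LMNB1 and 1193 for LMNB2 (627 and 566). An adjusted p under 0.01 left 71 for LMNB2 (70 and 1) and 177 among the lamins, and an absolute log2 fold change of at least 1 left 484 (341 and 143) and 428. Across the 12 fits that each left out a library, the counts ran from 0 to 304 for LMNA (304 without GFP replicate 3, 10 without GFP replicate 1), from 9 to 36 for LMNB1 (36 without GFP replicate 3), from 51 to 2101 for LMNB2 and from 117 to 2222 among the lamins, the last pairs without LMNB2 replicate 2 and GFP replicate 3. LMNB2 also had 60 features without LMNB2 replicate 3 and 1390 without GFP replicate 1 (589 higher, 801 lower).

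ATAC counts (1, 5, 4 and 150) were within 1.5 times with DESeq2 size factors, no count filter and autosomes only. Total counts only gave 184 (184 higher, 0 lower), 110 (45 and 65), 99 (13 and 86) and 95. DESeq2 gave 60 (58 and 2), 62 (3 and 59), 116 (18 and 98) and 754. Relative to the 50 kb flanks the counts were 7 (0 and 7), 18 (2 and 16), 16 (2 and 14) and 37. Without the lamin loci 0, 2, 2 and 85 were left, and with only the libraries compared 0, 19 (3 and 16), 67 (8 and 59) and 821. An adjusted p under 0.01 left 9 among the lamins, and an absolute log2 fold change of at least 1 left 16 among the lamins. Leaving out each library gave 0 to 222 for LMNA, 5 to 12 for LMNB1, 4 to 13 for LMNB2 and 8 to 1118 among the lamins.

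Deviations of same-numbered libraries from their group means correlated weakly, at −0.04 to 0.23 in small RNA and −0.08 to 0.19 in ATAC-seq. The correlation exceeded 0.1 in 2 of 18 pairs in each assay. The replicate numbers thus do not clearly pair the libraries, and a shared replicate effect is not ruled out. On the first ATAC component replicate 3 was lowest in GFP (−79.4), LMNA (−16.9) and LMNB1 (−51), and highest in LMNB2 (−4.7). With the number as a block, small RNA counts were 0, 11, 729 (495 higher, 234 lower), and among the lamins within 1.5 times of 654, and ATAC counts 60, 4, 4 and 553. The block moved MIR19A in LMNB2 to an adjusted p of 0.0735 and the LMNB1-DT window at 126777177 to 0.0568, and changed no other call of a named feature or set.

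The Pol III set calls against GFP passed the threshold under each scaling and count filter, though the LMNB2 medians became 0.00 in small RNA and 0.02 in ATAC-seq with total counts only. They were lost with an estimated correlation (adjusted p of 0.645, 0.84 and 0.848 in small RNA and 0.869, 0.871 and 0.705 in ATAC-seq) and with fry (0.68 each and 0.873, 0.88 and 0.721), tests that allow for more correlation between features. With family-level names they were 0.291 for LMNB1 and LMNB2 in small RNA and 0.766, 0.766 and 0.558 in ATAC-seq, where the LMNA direction reversed. The ATAC LMNB1 set had 0.0989 with a single feature per name, and at 0.0428 was past 0.05 but not 0.01. Leaving out each library gave 2.26e-37 to 0.134 (LMNA), 4.06e-24 to 0.129 (LMNB1) and 3.32e-14 to 0.617 (LMNB2) in small RNA, and 4.53e-11 to 0.972, 2.72e-06 to 0.864 and 4.93e-20 to 0.00753 in ATAC-seq. Directions reversed without GFP replicate 2 for LMNB1 (0.129) and without GFP replicate 3 for LMNB2 (0.617) in small RNA, and without GFP replicate 3 in ATAC-seq for LMNA (0.116) and LMNB1 (0.00988). Between LMNB1 and LMNA the ATAC set ranged from 9.03e-07 to 0.98 and reversed without LMNA replicate 2 (0.114) and LMNB1 replicate 3 (0.0483).

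Of 240 medians by class under other settings 232 moved by less than the spread between replicates and 8 by more. All 60 correlations between lamins were scored as within their error. So were all 72 from leaving out each library, where r ran from 0.27 to 0.62 (LMNA and LMNB1, small RNA) and from 0.44 to 0.71 (LMNA and LMNB2, ATAC-seq). That error is wide, so the score does not show that the correlations are stable. The relation between assays reversed in LMNB1 relative to the flanks (rho −0.027) and with a single feature per name (−0.021), and in LMNB2 it passed 0.05 with at least 10 counts per library (−0.097) or in both assays (−0.098). Leaving out each library gave rho of 0.013 to 0.092 in LMNA, 0.005 to 0.089 in LMNB1 and −0.123 to 0.01 in LMNB2, the last reversed without small RNA GFP replicate 1. Of 226 values of named features under other settings 215 kept their call, 9 lost it, and relative to the flanks 2 reversed, lnc-SEMA4A-1 (adjusted p of 1) and the LMNB1-DT window at 126776224 (0.999), as the flanks hold the same raised counts. Leaving out each library lost 19 of 276 such calls, of MIR19A, lnc-CLDN10-8 and lnc-SEMA4A-1.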

Other observations

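The tests of the flanks of lnc-SLC12A7-1, of base composition, and the counts of small RNA splits for features past the threshold, were chosen only after the results they bear on were seen; the tests of interferon-stimulated genes, of other chromosome 19 features, of zinc finger genes elsewhere and of mitochondrial reads were written before theirs.

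For each lamin against GFP the 6 libraries can be split into 3 and 3 in 10 ways, so no share under 0.1 can be reached, and a grouping unrelated to the lamins and an effect of the lamin cannot be told apart on the split alone. In small RNA, the real split gave 0 features for LMNA, and 10 of the 10 splits gave as many, up to 379 for another split. For LMNB1 (13) and LMNB2 (901), 1 of the 10 splits gave as many, the real one, and the highest of the others gave 1 and 0. In ATAC-seq 1 of the 10 splits gave as many windows for LMNA (1, with 0 in the others), 2 of the 10 for LMNB1 (5), where a split that put LMNB1 replicates 1 and 2 with GFP replicate 1 gave 14075, and 2 of the 10 for LMNB2 (4), where another split gave 613. As small a camera p for the Pol III set came from 2, 8 and 7 of the 10 splits in small RNA and 6, 7 and 4 of the 10 splits in ATAC-seq, for LMNA, LMNB1 and LMNB2. The first component of the small RNA libraries separated GFP replicate 3 (87.7) from the other GFP libraries (−13.1 and −12.1), and the first ATAC component GFP replicate 1 (122.4) from GFP replicates 2 and 3 (−0.5 and −79.4).

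Of the 13 small RNA features higher in LMNB1, 8 overlapped interferon-stimulated genes, and 3 overlapped LMNB1. In all, 40 tested features overlapped the interferon-stimulated genes first seen this way, all 40 of them higher in LMNB1 (median 0.53). In LMNB2 28 of the 40 were higher (median 0.07, fry p of 0.128), and with total counts only the LMNB2 median was 0.34. These 40 were chosen for the pattern in LMNB1. A list of 59 other interferon-stimulated genes was therefore written before it was tested, of which 19 had a tested feature, 39 features in all. Their median log2 fold change was 0.44 in LMNB1 (31 of 39 higher, fry p of 0.000136) and 0.21 in LMNA (24 higher, fry p of 0.0324), and −0.16 in LMNB2 (15 higher, fry p of 0.0162). A rise in LMNB2 is thus argued against for the listed features, and not for those first seen. Across the fits that left out a library the LMNB1 median stayed between 0.40 and 0.53, whereas that of LMNA was 0.07 without LMNA replicate 2 and 0.09 without GFP replicate 3. The scalings kept the direction in LMNA and LMNB1, while with total counts only LMNB2 changed to 0.02, below the 0.21 of all features. The level of the listed features was 0.04 ± 0.14 in GFP, 0.19 ± 0.08 in LMNA, 0.40 ± 0.07 in LMNB1 and −0.20 ± 0.07 in LMNB2 (log2, SD, n = 3). None of the 39 was called singly in any lamin. A weak interferon response in LMNB1 libraries is a hypothesis in line with these values. Whether it would come from the lamin or from a difference in the introduced DNA was not tested.

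Small RNA features over zinc finger genes on chromosome 19 rose in LMNB2. Their median log2 fold change was 0.74 (443 features, 413 higher, 127 called), and their level was 0.72 ± 0.05 in LMNB2 against 0.01 ± 0.06 in GFP (SD, n = 3). Of the 901 LMNB2 calls, 245 lay on chromosome 19 and 140 overlapped zinc finger genes, all 140 higher. The median lay between 0.69 and 0.98 under every setting except without lncRNA features, where 7 features remained and it was −0.93. Features of chromosome 19 over no zinc finger gene rose as well (1322 features, 1004 higher, median 0.36, fry p of 1.48e-07), though not without lncRNA features (median −0.01). A rise at zinc finger genes wherever they lie stays undecided, since the median outside chromosome 19 was 0.06, with 209 of 388 features higher (fry p of 0.00283). The rise was not confined to chromosome 19: the medians in LMNB2 were 0.46 on chromosome 19, 0.26 on 22, 0.21 on 17 and on 20, 0.16 on 16 and 0.15 on 21, and −0.22 on 18 and −0.24 on 5. Features of chromosomes 16, 17, 20 and 22 over no zinc finger gene rose as a set (4502 features, 3041 higher, median 0.21, fry p of 1.64e-05), and without lncRNA features their median was −0.08 (378 features). These chromosomes were picked after their medians were seen, so the rise of this set does not bear on a trend with base composition. A test of that needs the base composition of each feature, not analysed here, and it stays open beside an effect of lamin B2 on chromosome 19 transcripts.

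The lncRNA lnc-SLC12A7-1 lost ATAC counts in LMNB1 and LMNB2, relative to GFP. In CPM every LMNB1 and LMNB2 library (0.74 to 1.29) lay below every GFP library (2.05 to 2.52). A regional change in coverage or copy number predicts a loss relative to the 50 kb flanks of near 0. The LMNB2 change relative to them was −1.17 (edgeR quasi-likelihood adjusted p of 0.000298) and the LMNB1 adjusted p was 0.000734. These values argue against a change that extends over the flanks. A copy number change confined to the window would leave the flanks as they were, so it stays open. The group order is also that of the mitochondrial share. Within groups, the window's level and that share were not positively related (r of −0.18 over 12 libraries, one-sided permutation p of 0.668). The 12 libraries are too few for that test to exclude a weak relation. Mitochondrial reads aligned to the window predict a fall no larger than that of the share, a comparison made after the values were seen. The share was 39.4% to 44.1% in LMNA and 32.8% to 34.1% in LMNB1. The window's CPM was 2.01 to 2.59 and 1.09 to 1.19, a larger relative fall. This argues against such reads as the whole cause in LMNB1, while a part stays open. In LMNB2, where the share was 24.5% to 30.7%, such reads and an effect of the lamin cannot be told apart.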
